A study of Homo sapiens with 15 samples. Its data were reported in "CD1d expression demarcates CDX4+ hemogenic mesoderm with definitive hematopoietic potential" (2022).

How the data were processed

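Total RNA was sequenced from 15 libraries of sorted cells derived from H1, a human embryonic stem cell line. Per the labels, cultures received either the aldehyde dehydrogenase inhibitor DEAB or retinol (ROH) from day 3 to day 8 of differentiation. The 5 groups of 3 libraries were DEAB hemogenic endothelium (HE), ROH HE, arterial endothelial cells (AEC), and hematopoietic progenitor cells (HPC) under DEAB and under ROH. Per the sample titles, HE was sorted as CD34+CXCR4-CD73-, AEC as CD34+CXCR4+CD73- and HPC as CD34+CD45+. Other labels conflict with the titles. The extraction text gives 1 sort for all libraries, negative for CD43 and for CXCR4 (CD184), and the cell type label of the HPC libraries names arterial endothelium. Groups follow the titles. The AEC libraries carry no treatment label, so treatment was not a term in comparisons with them. No HE or HPC group lacked both agents. A difference between ROH and DEAB, called the retinol effect below, may therefore come from retinol, from DEAB or from both. No sequencing batch is named in the labels, and none was tested.

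The libraries were made with a SMARTer kit, per the labels. The authors gave a table of read counts per gene and a table of FPKM values for the same libraries. Aligner, counting tool, genome build, annotation and use of strand in counting are not stated in the labels. The tables held 18132 genes, of which 1295 had a count of 0 in every library, and 2 symbols had been turned into dates by a spreadsheet. Over 7122 genes, the deposited FPKM values equalled the counts times 1 constant per library, divided by a length per gene. These constants lay within 1.15% of median-of-ratios size factors, so the FPKM table is a rescaling of the counts and no independent measurement. Total counts ranged from 13099523 to 18313760 per library. The limit that a count of 0 allows (3 counts) was 0.164 to 0.229 CPM (counts scaled to library size). Such limits cover counting error only.

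Counts were analysed in R 4.3.3 with edgeR 4.0.16. Each pairwise comparison used only the 6 libraries compared, genes kept by filterByExpr, TMM scaling and quasi-likelihood F tests (glmQLFit and glmQLFTest, two-sided). Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The difference between the retinol effects in HPC and in HE was tested as a contrast over 12 libraries. CPM levels are means ± SD over 3 libraries, with TMM factors from all 15 libraries. A fit on 3 libraries against 3 shares spread across genes, whereas an exact permutation test of a single gene could not give a p below 0.1. Gene positions are from GENCODE release 29 (GRCh38), which matched 18037 symbols (99.5%), and the authors' build was not stated.

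Comparisons, tests, gene lists, the rule for naming genes and the first set of alternatives were chosen before the data were examined. The rule named, in each comparison, the 3 genes with the largest log2 change in each direction among called genes with a mean CPM of at least 5 and no overlap between groups, and genes of fixed lists. For the retinol comparisons the same rule was also applied to the fit with a replicate block, which was chosen after values were seen. From the fixed lists, genes were picked for the text after their values were seen. The fixed lists covered retinoic acid (RA) response, HOXA, HOXB, arterial, endothelial, hematopoietic and proliferation genes, which were tested as sets, and sorting, RA synthesis, CDX, globin and mesenchymal genes, which were read gene by gene. Set tests used camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01, adjusted over 42 tests. Medians given with the set tests in the report are of edgeR's fitted changes. Medians given for sets under the alternatives are of log2 CPM differences, which the prior count draws toward 0. Fry and an estimated correlation were run beside camera.

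The labels number the replicates but do not say whether equal numbers share a culture. This was checked by correlating, across genes, each library's deviation from its group mean with that of the library of the same number in the other group. Across genes, which are not independent replicates, r was 0.537, 0.348 and 0.250 for DEAB and ROH HE, and 0.630, 0.473 and 0.511 for DEAB and ROH HPC. In these comparisons the numbers therefore pair the libraries, and values from a fit with the replicate number as a block are given beside the results. Between other groups r ranged from -0.276 to 0.196, and the numbers were not taken to pair the libraries. Weak sharing between HE and HPC libraries of the same number is not excluded.

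Alternatives were DESeq2 size factors, total counts only, no filter on low counts, at least 10 counts in every library, the Wald test of DESeq2 1.42.0, limma on log2(FPKM + 1) or log2(FPKM + 0.1), limma on FPKM values without a minimum mean of 1, 1 fit over 15 libraries, the replicate block, and leaving out each library in turn. Blocked fits with libraries thinned to 1 total, and with trends in GC content and length removed, were added after the data were seen. Simulated data with 200 genes changed by 1.5 on the log2 scale were used to test edgeR with and without the block. DESeq2 and limma were tested in this way in HE only. Thinned fits, fits with GC and length correction and the other alternatives were not simulated. Unblocked edgeR fits recovered 85.5% of them in HE and 67.5% in HPC, with false shares of 6.56% and 8.78% among the calls. Blocked fits on simulated data with replicate effects recovered 93.0% and 93.5%, with false shares of 9.71% and 8.78%, above the nominal 5%. Without the block the same data gave 76.5% and 58.0%, with a false share of 0% in both. For the difference between the retinol effects, the unblocked fit recovered 55.0% with a false share of 0.901%, and the blocked fit 78.5% with 8.19%. The DESeq2 fit in HE had a false share of 14.1%. No library was left out. Replicates of a group were also checked for copies of the same library, and differed by a chi-square per degree of freedom of 8.61 to 63.5, where resampling of 1 library would give about 1.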

Results

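The 15 libraries measured RNA of endothelial and blood cells derived from H1 as read counts per gene symbol. They formed 5 groups of 3: DEAB HE, ROH HE, AEC, DEAB HPC and ROH HPC. Total counts per library ranged from 13099523 in AEC replicate 2 to 18313760 in ROH HPC replicate 1, and 14551 to 15471 genes had at least 1 count. Log2 CPM values of replicate libraries correlated with a median Pearson r of 0.983 (0.968 to 0.9901) across 13631 genes. DEAB and ROH libraries of the same cell type correlated at 0.960 to 0.991. The first principal component held 78.2% of the variance and separated HPC from endothelium. The second held 10.2% and separated AEC from HE, and neither component separated DEAB from ROH libraries.

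**Figure D1:**
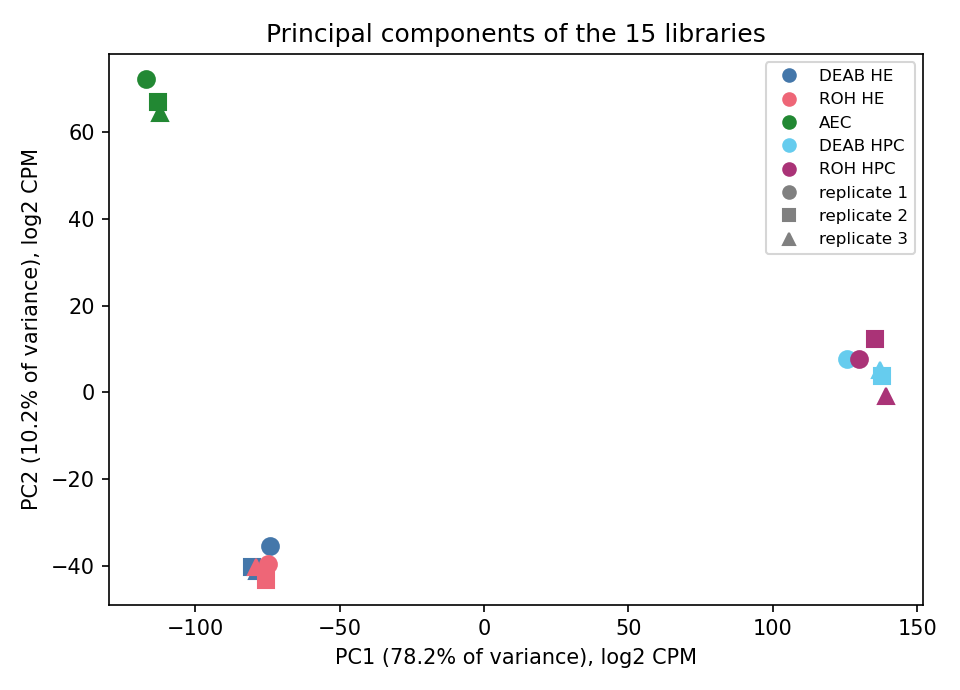
Principal components of log2 CPM for the 15 libraries, with PC1 (78.2% of the variance) on the x axis and PC2 (10.2%) on the y axis. Colour gives the group and marker shape the replicate number, and DEAB and ROH libraries of the same cell type lie beside each other.

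The genes of the sorting markers give a check on the labels. CXCR4 was at 375 ± 119 CPM (SD, n = 3) in AEC, 5.21 ± 2.23 in DEAB HE and 4.01 ± 3.78 in ROH HE. PTPRC, which encodes CD45, was at 426 ± 71.0 CPM in DEAB HPC and 386 ± 35.3 in ROH HPC, and at most 1.85 on average in the endothelial groups. SPN, which encodes CD43, was at 100.2 ± 23.7 and 98.4 ± 24.3 CPM in DEAB and ROH HPC and at most 3.98 on average in the other groups. CD34 was at 1171 ± 362 CPM in AEC, 753 ± 68.7 and 723 ± 129 in DEAB and ROH HE, and 125 ± 32.1 and 153 ± 22.5 in DEAB and ROH HPC. NT5E, which encodes CD73, was at 170 ± 4.86 CPM in AEC against 74.8 ± 18.04 in DEAB HE and 63.8 ± 10.6 in ROH HE, although each of these sorts is labelled CD73-.

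The first comparison asks how hemogenic endothelium formed with retinol differs from that formed under the inhibitor. Of 12462 genes tested in ROH HE against DEAB HE, 1 was called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 691 had an unadjusted p under 0.05. The alternative that moved this count most was the replicate block with GC and length correction, with 350 calls (107 higher in ROH HE). The replicate block alone gave 300 calls (80 higher, 220 lower), and blocked fits of simulated data had a false share of 9.71%. The libraries of 1404 genes (11.3%) did not overlap between groups, where chance gives 10% if libraries are independent. Replicate numbers pair these libraries, which can lower that share, so 10% is no exact reference here. The called gene was LONP2 (chromosome 16, 48244296 to 48363122), which fell by 0.92 on the log2 scale (SE 0.0882, adjusted p 0.0437 in edgeR), from 197 ± 15.0 to 104 ± 3.02 CPM. Leaving out any 1 of the 6 libraries raised its adjusted p in edgeR above the threshold, and over 16 alternatives the adjusted p in edgeR, DESeq2 or limma ranged from 2.90e-13 to 0.645. Exons of ABCC11 and SIAH1 overlap LONP2 on the opposite strand.

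Of 83 genes from the fixed lists tested in ROH HE against DEAB HE, 3 passed when adjusted over the list alone, and 28 did so with the replicate block. The 3 were RARB, DHRS3 and RUNX1, each with no overlap between groups and called over all genes by the blocked fit and DESeq2 but not by unblocked edgeR. DHRS3 (chromosome 1, 12567910 to 12617731) rose from 4.93 ± 2.42 to 17.4 ± 7.39 CPM (log2 change 1.82, SE 0.394, adjusted p in edgeR 0.425 over all genes and 0.0387 over the list alone). With the block its adjusted p in edgeR was 1.42e-05, within a range of 1.42e-05 to 0.999 over the alternatives. RARB (chromosome 3, 25174332 to 25597932), whose exons overlap TOP2B on the opposite strand, rose from 10.0 ± 1.25 to 18.7 ± 3.07 CPM (log2 change 0.89, SE 0.163, and 0.0373 over the list alone). RUNX1 (chromosome 21, 34787801 to 36004667) rose from 73.7 ± 4.01 to 103 ± 11.1 CPM (log2 change 0.47, SE 0.102, and 0.0387 over the list alone). Among RA synthesis genes, ALDH1A2 fell from 50.2 ± 3.76 to 26.9 ± 9.29 CPM in ROH HE (log2 change -0.90, SE 0.223), without overlap, and was called with the block and by DESeq2. CDX1, CDX2 and CDX4 averaged at most 1.80 CPM, the value of CDX4 in DEAB HE, in every group.

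The rule for naming genes, applied to the blocked fit in HE, gave DHRS3, NRXN3 and SLCO3A1 as higher and COL21A1, HGF and PLA2G2A as lower in ROH HE. NRXN3, part of which is near-identical to sequence in other loci, rose by 1.04 and SLCO3A1 by 0.94 on the log2 scale. COL21A1 fell by 3.34, HGF fell by 3.32 and PLA2G2A fell by 2.91. Unblocked edgeR called none of the 6, and DESeq2 called each of them. Mesenchymal list genes were also lower in ROH HE, with COL1A1 at 74.7 ± 62.2 CPM in DEAB HE and 19.9 ± 3.47 in ROH HE, COL3A1 at 497 ± 334 and 156 ± 43.0, and LUM at 423 ± 380 and 71.1 ± 30.0. The groups overlapped, and of the alternatives only the block called these 3 genes.

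**Figure D2:**
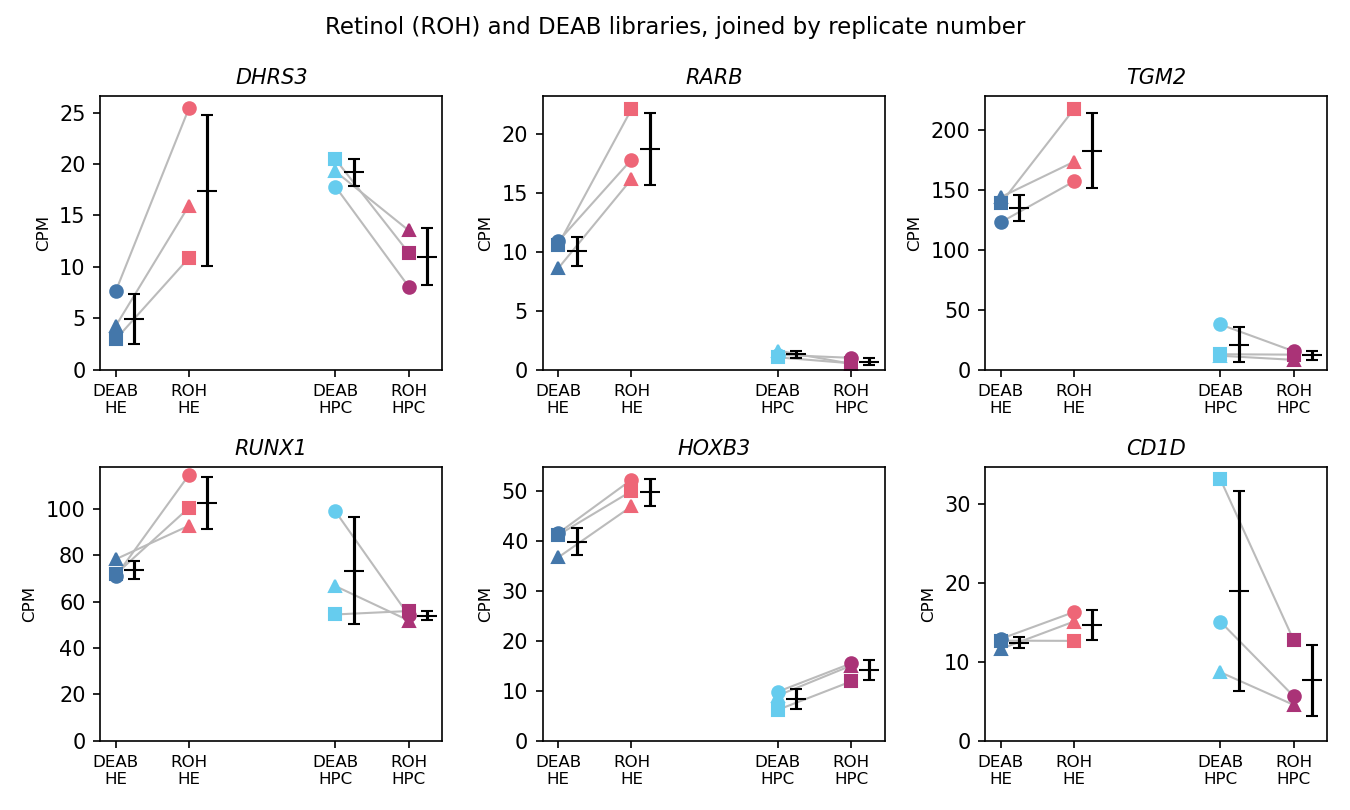
CPM (y axes, linear from 0) of 6 list genes in DEAB and ROH libraries of HE and HPC, where markers are libraries joined by replicate number (circle 1, square 2, triangle 3), and bars give the mean ± SD of 3. DHRS3 averages 4.93 CPM in DEAB HE and 17.4 in ROH HE, but 19.2 in DEAB HPC and 10.99 in ROH HPC.

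The same question in progenitors gave 0 calls among 12273 genes in ROH HPC against DEAB HPC, with 304 genes at an unadjusted p under 0.05. The replicate block with GC and length correction moved this most, to 176 calls (43 higher in ROH HPC). The replicate block alone gave 153 calls (36 higher, 117 lower), with a median absolute log2 change of 1.06. Blocked fits of simulated data had a false share of 8.78%, which, for the same reason as in HE, need not hold for the 153. Groups did not overlap for 860 genes (7.01%), where chance gives 10% if libraries are independent. Replicate numbers pair these libraries, which can lower that share, so 7.01% is not shown to be below chance. Of 76 list genes, 0 passed when adjusted over the list alone without the block, and 18 with it. DHRS3 fell from 19.2 ± 1.33 CPM in DEAB HPC to 10.99 ± 2.75 in ROH HPC (log2 change -0.80, SE 0.219), and RARB from 1.30 ± 0.291 to 0.671 ± 0.281 (log2 change -0.94, SE 0.420), without overlap. HOXB3 rose from 8.31 ± 1.91 to 14.1 ± 1.97 CPM (log2 change 0.77, SE 0.228), also without overlap. CD1D was at 18.9 ± 12.7 CPM in DEAB HPC and 7.62 ± 4.45 in ROH HPC, with overlap between groups and a fall in each of the 3 pairs. Of the globin genes, HBZ was at 85.9 ± 63.9 and 127 ± 78.7 CPM in DEAB and ROH HPC, and parts of HBZ are near-identical to HBM and HBZP1. With the block, edgeR called DHRS3, HOXB3, CD1D and HBZ but not RARB.

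In the blocked fit the naming rule gave PRR9, KRT79 and TPSAB1 as higher in ROH HPC and OLR1, ABCG2 and LOX as lower. PRR9 rose by 2.60, KRT79 by 2.11 and TPSAB1, a near-identical copy of TPSB2, by 1.74 on the log2 scale. OLR1 fell by 1.21, ABCG2 fell by 1.19 and LOX fell by 1.14. COL1A1 was at 90.6 ± 114 CPM in DEAB HPC and 13.3 ± 12.4 in ROH HPC, COL1A2 at 95.5 ± 98.4 and 15.4 ± 10.5, COL3A1 at 121 ± 136 and 13.02 ± 9.12, and LUM at 292 ± 351 and 44.9 ± 30.3. The SDs of these 4 genes exceeded the means in DEAB HPC. DCN was at 3.85 ± 4.46 CPM in DEAB HPC and at or under 3 counts in every ROH HPC library. Of the alternatives, the block called these 5 genes in HPC, and DESeq2 called DCN.

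**Figure D3:**
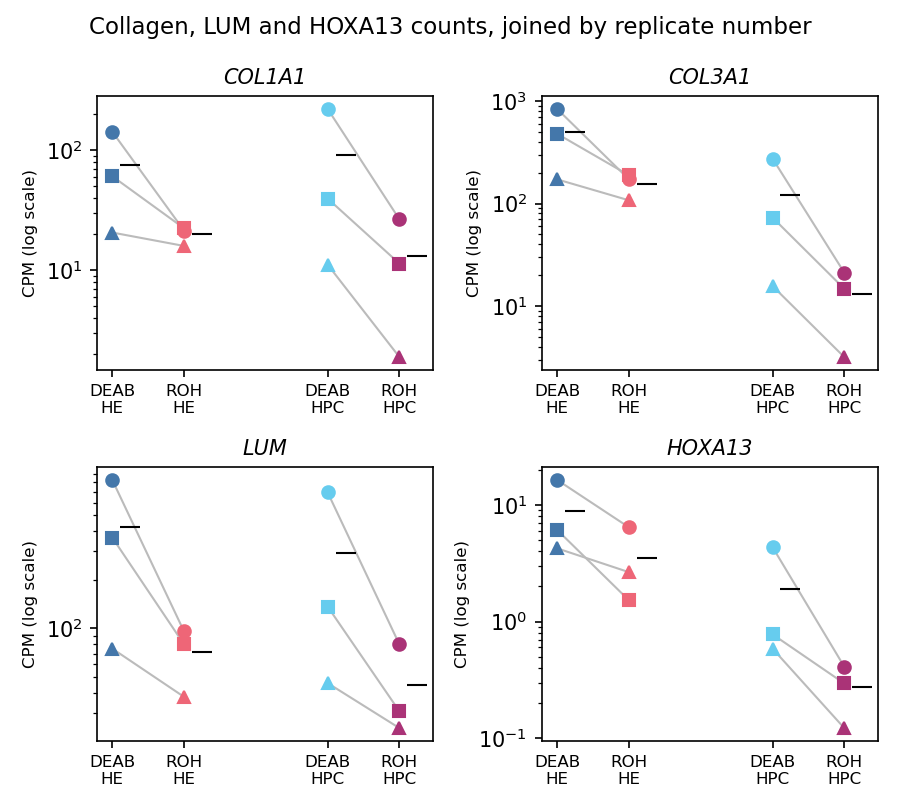
CPM of COL1A1, COL3A1, LUM and HOXA13 (log scale y axes) in DEAB and ROH libraries of HE and HPC, joined by replicate number, with horizontal bars at the means of 3. Every pair falls from DEAB to ROH, and replicate 1 is the highest DEAB library for each of the 4 genes.

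A test of the difference between both retinol effects (ROH against DEAB in HPC minus the same in HE) called 0 of 13352 genes, with 445 at an unadjusted p under 0.05. Each such effect may come from retinol or from DEAB, since no HE or HPC group lacked both. HE and HPC may also differ in time since treatment ended, so a difference need not come from cell type. The block moved the count of calls from 0 to 51 (15 higher, 36 lower). Of 90 list genes, DHRS3 and RARB passed when adjusted over the list alone without the block (adjusted p in edgeR 0.0189 and 0.0223), and 12 passed with it. The log2 difference was -2.62 for DHRS3 (SE 0.502) and -1.83 for RARB (SE 0.388). Both genes were higher in every ROH HE than in every DEAB HE library and lower in every ROH HPC than in every DEAB HPC library. In the blocked fit the naming rule gave PLA2G2A (4.15), HPGD (1.96) and LYVE1 (1.86) with a higher retinol effect in HPC, and MASP1 (-2.91), DCN (-2.74) and DHRS3 (-2.65) with a lower one. The value for DCN is a fitted one and no bound, since every ROH HPC library had at most 3 counts of DCN. Without the block no gene was called in both retinol comparisons. With it, of 11436 genes tested in both, 23 were called in the same direction and 4 in opposite directions, out of 266 called in HE and 122 in HPC (Fisher's exact test, two-sided, p 2.62e-19, a description across genes, which are not independent).

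Comparing hemogenic with CXCR4+ arterial endothelium, 6608 of 12639 genes were called in DEAB HE against AEC (3217 higher and 3391 lower in HE), and 6474 of 12683 in ROH HE against AEC (3173 and 3301). Both comparisons share the AEC libraries. Groups did not overlap for 62.2% and 60.8% of genes, where chance gives 10%. The naming rule gave RPH3A, CPB1 and PLEK as higher in HE in both comparisons. RPH3A was at least 54.3-fold higher in DEAB HE and at least 52.7-fold higher in ROH HE than in AEC, where its libraries had at most 2 counts. CPB1 was at least 94.4-fold and at least 135-fold higher, and PLEK rose by 6.14 and 6.50 on the log2 scale (SE 0.542 and 0.363). ESM1 fell by 7.72 (SE 0.388) in DEAB HE and fell by 8.52 (SE 0.531) in ROH HE, from 417 ± 178 CPM in AEC to 1.97 ± 0.206 in DEAB HE and 1.15 ± 0.747 in ROH HE. APOA2 fell by 6.33 and fell by 6.95, CPXM2 fell by 6.71 in DEAB HE, and APOA4 was at least 61.0-fold lower in ROH HE. APOA2 varied in AEC (219 ± 188 CPM). Exons of AC034238.1 overlap ESM1 on the same strand, and exons of AP006216.3 overlap APOA4 on the opposite strand.

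List genes moved in HE against AEC as follows. RUNX1 was higher by 2.72 in DEAB HE and 3.21 in ROH HE on the log2 scale (SE 0.217 and 0.218), MYB by 3.55 and 4.26, and HOXA3 by 3.46 and 3.94. GJA5 fell by 3.06 and fell by 2.79, and DLL4 fell by 2.12 and fell by 1.94. CD34 fell by 0.64 and fell by 0.70 (adjusted p in edgeR 0.0290 and 0.0301). These CD34 calls were lost without AEC replicate 1 (adjusted p in edgeR 0.121 and 0.104) and without AEC replicate 2 (0.117 and 0.102), among other libraries, and CD34 overlapped between groups. DHRS3 was lower in ROH HE than in AEC (log2 change -1.41, SE 0.335), where it stood at 46.0 ± 16.3 CPM. Of the list genes, 61 of 83 passed in DEAB HE and 69 of 84 in ROH HE when adjusted over the list alone.

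Progenitors were compared with hemogenic endothelium of the same treatment. Under DEAB, 6963 of 12722 genes were called (3410 higher and 3553 lower in HPC), and under ROH 7864 of 12944 (3897 and 3967). Groups did not overlap for 64.2% and 67.9% of genes, where chance gives 10%. Scaling by total counts moved the median change of all genes by -0.14 under DEAB and by -0.12 under ROH on the log2 scale, so changes here are relative to TMM scaling. Under DEAB, CXCL6 was at least 83.1-fold, FCGR3B at least 78.98-fold and IL2RA at least 78.1-fold higher in HPC. FCN3 was at least 212-fold, CYP27C1 at least 51.6-fold and ISLR at least 59.9-fold lower. Under ROH, FCER1A was at least 89.0-fold, TPSB2 at least 293-fold and KRT79 at least 342-fold higher in HPC. L1TD1 was at least 58.1-fold and UGT3A2 at least 79.5-fold lower, and GPR182 fell by 8.15 on the log2 scale (SE 0.632). IL2RA varied in DEAB HPC (15.0 ± 18.9 CPM). FCGR3B, TPSB2 and L1TD1 share near-identical sequence with other loci, exons of PPBPP1 overlap CXCL6 on the same strand and those of AL137186.1 overlap IL2RA on the opposite strand.

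Of the list genes, 80 of 89 passed under DEAB and 83 of 88 under ROH when adjusted over the list alone. GATA1 rose by 8.39 under DEAB and 8.04 under ROH on the log2 scale (SE 0.229 and 0.139), and the globin gene HBE1 by 7.66 and 8.22. CDH5 fell by 5.02 and fell by 4.81, and HOXA9 fell by 3.55 and fell by 3.70. RUNX1 fell by 0.93 under ROH (SE 0.110, adjusted p 0.000122 in edgeR). Under DEAB its change was -0.03 (SE 0.197, adjusted p 0.908 in edgeR) and turned positive in 3 of the 6 fits that each left out 1 library.

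As sets, 29 of 42 list tests passed in camera. In ROH HE against DEAB HE, the RA response list had a median log2 change of 0.42 (6 of 6 genes higher, adjusted p 0.000272 in camera of limma), the hematopoietic list 0.28 (9 of 9 higher, 0.00171) and the proliferation list -0.12 (1 of 10 higher, 0.0115). In ROH HPC against DEAB HPC, the RA response list had a median of -0.78 (2 of 6 higher, adjusted p 0.0363 in camera of limma) and the HOXB list 0.49 (6 of 7 higher, 0.000598). The other lists had adjusted p of 0.129 to 0.477 in camera of limma in HE and of 0.106 to 0.491 in HPC. With the replicate block the same 3 lists passed in HE (adjusted p in camera of limma 6.50e-05 for RA response, 0.00160 for hematopoietic and 0.00633 for proliferation), and the others had 0.222 to 0.858. In HPC the RA response (0.0479) and HOXB (9.29e-05) lists passed with the block, as did the hematopoietic list (0.0404, against 0.106 without it), and the others had 0.154 to 0.503. Under fry with the block, only the RA response (adjusted p 0.0230) and endothelial (0.0103) lists in HE passed in these comparisons. In both HE against AEC comparisons, 5 of 7 lists passed. Against AEC the hematopoietic median was 3.55 in DEAB HE and 3.94 in ROH HE, or 2.93 and 3.35 with the gene at its floor in AEC set to its bound. The arterial median was -1.82 and -1.61, the endothelial -1.17 and -1.01, the proliferation 1.42 and 1.30 and the HOXA 0.70 and 1.05. The RA response list (adjusted p 0.125 and 0.731 in camera of limma) and the HOXB list (0.130 and 0.0549) did not pass. In both HPC against HE comparisons 7 of 7 lists passed, with medians between -4.96 (arterial, DEAB) and 3.27 (hematopoietic, DEAB). The HOXA medians of -4.28 under DEAB and -4.14 under ROH became -2.92 and -3.77 with floor genes at their bounds. Under fry, 26 of the 29 calls held, and those of the proliferation list in HE and of the RA response and HOXB lists in HPC did not. Under an estimated correlation 0 of 42 tests passed, with 10 at an unadjusted p under 0.05.

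**Figure D4:**
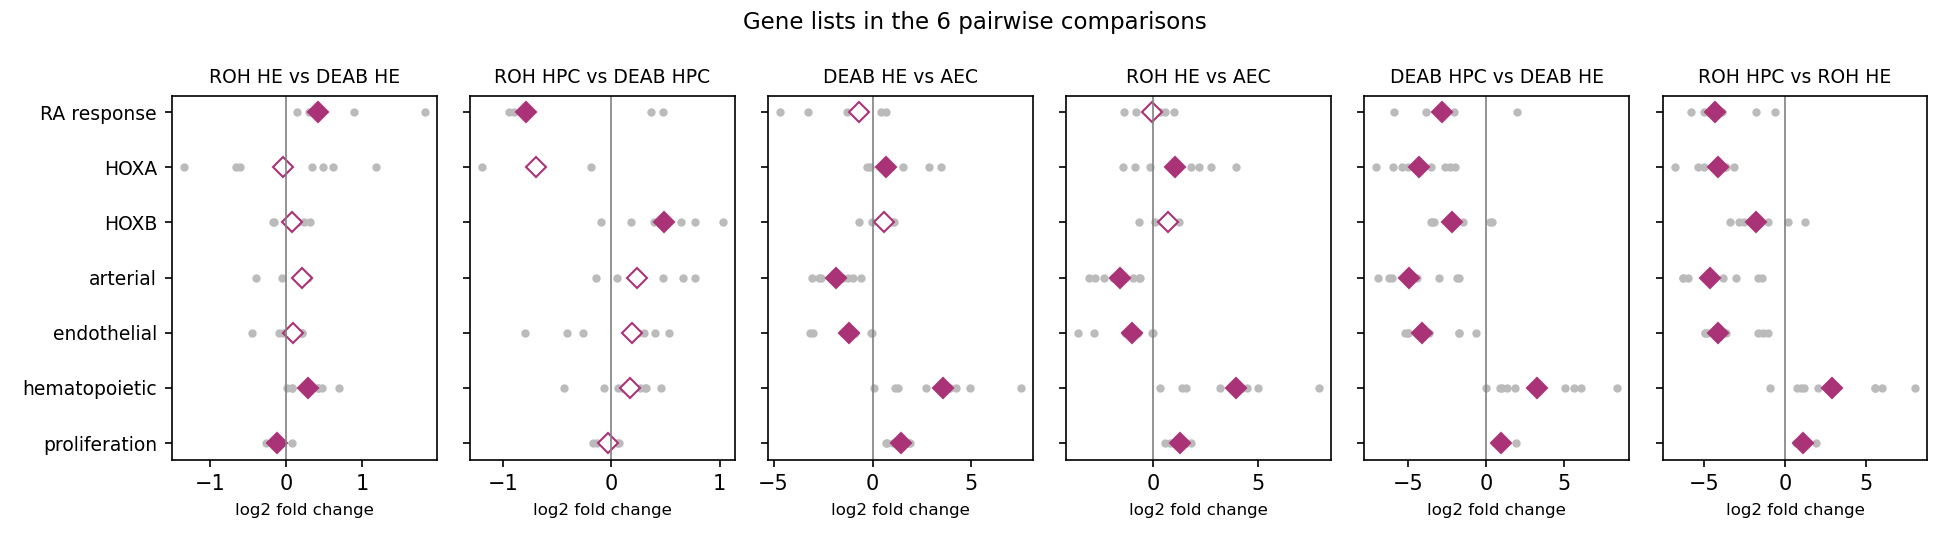
Log2 fold change (x axes) of the genes (grey) of 7 lists in the 6 pairwise comparisons, with diamonds at the list medians, filled where camera passed at an adjusted p under 0.05. The RA response median is 0.42 in ROH HE against DEAB HE and -0.78 in ROH HPC against DEAB HPC.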

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

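The comparison of DHRS3 with COL1A1 among DEAB HPC libraries was chosen only after the result was seen. A test of the difference between the retinol effect in HPC and that in HE singled out 51 genes when replicate numbers were used as a block, against 0 without the block, where 445 genes had an unadjusted p under 0.05. Blocked fits of simulated differences had a false share of 8.19%. That share is for simulated changes of 1.5 on the log2 scale and need not hold for the 51. Of the list genes, DHRS3 (-2.65 on the log2 scale), RARB (-1.85), CD1D (-1.50), COL1A2 (-1.90) and DCN (-2.74) were among the 51, each with a lower retinol effect in HPC than in HE. DHRS3 (-2.62) and RARB (-1.83) in the unblocked fit also moved in opposite directions, with every ROH library above every DEAB library in HE and below every DEAB library in HPC.

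Other splits of the libraries were counted. Without the block, 100 of 100 splits within cell type gave at least as many genes as the real one, which was fixed by its count of 0 and tests nothing. With the block, 2 of the 32 splits that part every pair gave at least 51 genes. The other of the 2 gave 178 genes and exchanges DEAB and ROH in all 3 HPC pairs, so it adds both retinol effects. A gene changed in a single cell type also moves that sum, so the 178 genes need not be shared changes. The remaining splits gave at most 23 genes.

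For DHRS3, mesenchymal cells carried through the sort were weighed first, since collagen transcripts also fell in ROH HPC. The highest over the lowest CPM among the 3 DEAB HPC libraries was 1.15 for DHRS3 and 19.9 for COL1A1, which argues against carried-over cells as the source of DHRS3 in DEAB HPC. RARB was at 1.30 CPM in DEAB HPC and was not tested in this way. An exchange of the DEAB and ROH labels in HPC could also give opposite directions. Of the genes called in HE with the block and tested in HPC, 257 remained without DHRS3, RARB and both lists of mesenchymal genes, and 150 of these (58.4%) changed in the same direction in HPC. Of all genes called in both cell types, 23 changed in the same direction and 4 in opposite directions. An exchange would give mostly opposite directions where both cell types respond alike, so these values lean against it. They do not exclude it, because genes are not independent and the 23 include COL1A1, COL1A2, COL3A1, COL5A2, DCN and LUM, which a change in carried-over cells could move together. A different response of the cell types, which the design names, stays open and untested. Time since treatment may also differ between HE and HPC. The labels give both the same treatment days, and in the paper's cultures blood cells formed after further culture of sorted endothelium. HPC may therefore have been collected longer after treatment ended. Cell type and this time cannot be told apart here. For CD1D, COL1A2 and DCN no explanation was tested on the difference itself, and DCN changed direction under limma on FPKM values (0.58 on the log2 scale). The fitted difference for DCN is no bound, since every ROH HPC library had at most 3 counts of DCN.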

How the results depend on the processing

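The thinned fits and those with GC and length correction were chosen after seeing the data. In ROH HE against DEAB HE, where 1 gene was called, total counts gave 0 (731 at an unadjusted p under 0.05), limma on log2(FPKM + 1) 0 (519), on log2(FPKM + 0.1) 0 (553), on FPKM without a filter 0 (1064) and 1 fit over 15 libraries 0 (353). No filter on low counts gave 2 genes, DESeq2 64 (12 higher, 52 lower), the replicate block 300, the block with thinned libraries 268 and with GC and length correction 350. Each of the first 3 of these 5 fits shared the 1 gene. The 6 fits that each left out 1 library gave 0 to 3 genes. In ROH HPC against DEAB HPC, DESeq2 gave 4 genes, the block 153, the thinned block 120 and the block with GC and length correction 176, and leaving out 1 library gave 0 in each fit. For the difference between the effects, DESeq2 gave 2 and the block 51, and leaving out 1 library gave 0 in each fit. Genes called in the same direction in both retinol comparisons numbered 1 under DESeq2 and 23 with the block (4 opposite), and 0 in each fit that left out 1 library. Replicate numbers pair these libraries, and the block removes what pairs share. For the other changes in this paragraph the cause was not tested.

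In the other comparisons every count stayed within 1.5 times that reported. Leaving out 1 library gave 5428 to 6573 genes in DEAB HE against AEC, 5143 to 6491 in ROH HE against AEC, 5885 to 7558 in DEAB HPC against DEAB HE and 6870 to 7621 in ROH HPC against ROH HE. Between these groups equal replicate numbers correlated at -0.276 to 0.0772 (AEC and DEAB HE) and -0.183 to -0.0574 (AEC and ROH HE). The values were 0.00185 to 0.196 for DEAB HE and DEAB HPC and 0.00199 to 0.128 for ROH HE and ROH HPC. The numbers were therefore not taken to pair these groups, though weak sharing between HE and HPC is not excluded. A fit with the block gave 5964, 5812, 6713 and 7886 genes in these comparisons, in the order above. Scaling by total counts lowered the share of higher genes among calls from 49.0% to 40.7% in DEAB HPC against DEAB HE and from 49.6% to 42.1% in ROH HPC against ROH HE.

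Of the 42 list tests, 29 passed in camera, 28 under fry (26 shared), 31 with the block (29 shared; the others were the hematopoietic list in ROH HPC against DEAB HPC, at an adjusted p of 0.0404, and the HOXB list in ROH HE against AEC, at 0.0442) and 0 under an estimated correlation (10 at an unadjusted p under 0.05). Leaving out replicates of 1 number gave 28 to 30. Without replicate 1 the HOXA list in HE reversed, with a median from -0.00847 to 0.103 over the fits that left out replicates of 1 number. Without replicate 2 the arterial (0.00815 to 0.492), hematopoietic (0.0297 to 0.253) and proliferation (-0.0981 to 0.0454) lists in HPC reversed by camera's direction. RUNX1 in DEAB HPC against DEAB HE (-0.03) ranged from -0.29 to 0.17 when 1 library was left out, and was 0.01 without DEAB HE replicate 3, 0.17 without DEAB HPC replicate 2 and 0.06 without DEAB HPC replicate 3. The difference for DCN was 0.58 under limma on log2(FPKM + 1), with and without a filter, and 0.44 on log2(FPKM + 0.1). The cause was not tested. Among single genes, 947 values were the same under the alternatives that keep all libraries, 54 stronger, 10 weaker and 3 reversed, and 677 the same, 1 stronger, 15 weaker and 3 reversed when 1 library was left out. Among lists, these were 258, 3 and 40 with none reversed, and 100, 4, 6 and 4.

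Depth limits genes near the floor of 3 counts (0.164 to 0.229 CPM), such as DCN in ROH HPC. Its fitted difference between the retinol effects rests on these libraries and is no bound.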

Other observations

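The tests of NT5E under other scalings and of HOXA13 against mesenchymal genes, the counts of list members at 5 CPM and the comparison of the mast cell with the macrophage list were chosen only after the results were seen. The genes that prompted the T and NK, macrophage and mast cell lists were seen first, and the second lists of such genes used below were written before the retinol changes of their members were looked at.

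Splits of the libraries were counted for each number of called genes. In ROH HE against DEAB HE, 1 of the 10 splits of the 6 libraries gave as many genes (the real one), and in ROH HPC against DEAB HPC 10 of 10 did, since the count was 0. In DEAB HE against AEC, ROH HE against AEC, DEAB HPC against DEAB HE and ROH HPC against ROH HE, 1 of the 10 splits gave as many, and the other splits gave 0 genes. A share of 10 splits cannot fall under 0.1. With the block, 1 of the 4 splits that part every pair gave as many genes in HE and 1 of 4 in HPC, and the other splits gave 0.

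Depth and base composition were weighed for the blocked counts of 300 genes in HE and 153 in HPC. After thinning to 1 total per library, 268 genes were called in HE (262 of them shared with the 300) and 120 in HPC (118 shared with the 153). After removal of each library's trends with GC content and length, over the 99.8% of tested genes that could be matched, 350 genes were called in HE (284 shared) and 176 in HPC (143 shared). These values argue against depth, GC content or length as the whole cause of the blocked calls.

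A candidate explanation for the lower collagen and LUM transcripts under ROH is fewer mesenchymal cells carried through the sort. A second list of mesenchymal genes had a median log2 change of -0.76 in HPC (9 of 11 lower) and -0.41 in HE (10 of 13 lower) with the block. Camera in limma, adjusted over 5 such tests, gave 2.92e-05 in HPC and 0.000227 in HE, but fry gave 0.119 in both and an estimated correlation 0.206 in both. Of the list, 6 of 11 genes in HPC and 11 of 13 in HE averaged at least 5 CPM in ROH libraries, and no table separates expression by the sorted cells from cells still carried over. The mean log2 level of the first mesenchymal list changed by -1.86, -1.23 and -0.59 from DEAB to ROH in the 3 HE pairs and by -2.54, -1.25 and -1.02 in the 3 HPC pairs. Lower expression by the sorted cells themselves was not tested and stays open.

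Second lists of blood lineage genes were tested in ROH HPC against DEAB HPC with the block. The median log2 change was 0.43 for T and NK genes (8 of 10 higher; 4 averaged at least 5 CPM in ROH HPC), -0.30 for macrophage genes (9 of 10 lower; 9 at that level) and 0.86 for mast cell genes (7 of 7 higher; 5 at that level). Directions are those of the fitted changes. The mean CPM of HDC, a mast cell gene with a fitted rise, fell from 1044 in DEAB HPC to 1010 in ROH HPC. Camera in limma gave adjusted p of 0.0147, 0.000134 and 2.51e-05, fry gave 0.256, 0.119 and 0.119, and an estimated correlation 0.206 for each. Of the 4 T and NK genes at that level, NKG7 (-0.29) and CD2 (-0.05) fell and TRAT1 (0.12) and PRF1 (0.94) rose in the blocked fit. The mean CPM of TRAT1, however, fell from 10.6 in DEAB HPC to 9.69 in ROH HPC. These 4 genes go both ways and decide nothing, so whether the share of T and NK cells differed stays open. Shares of macrophages and mast cells that shift with retinol may give the values of the other 2 lists, as may expression within cells, which was not tested. Fewer mesenchymal cells would raise all blood genes alike, but the mast cell median lay 1.16 above the macrophage median, whose change was negative, which argues against that explanation.

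NT5E was higher in AEC than in DEAB HE although both sorts are labelled CD73-. The log2 change stayed at -1.17 under DESeq2 size factors and -1.25 under total counts (adjusted p in edgeR 0.000570 and 0.000562), which argues against normalization as its cause. No biological explanation was tested.

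Along HOXA the retinol log2 change in HE fell with paralogue number (Spearman rho -0.917 across 9 genes, exact p 0.00131; genes are not independent replicates). A graded change along every HOX cluster would give the same order elsewhere, and over 11 genes of HOXB, HOXC and HOXD rho was -0.776 (permutation p 0.00689), with HOXB alone at -0.810 across 8 genes (exact p 0.0218). Beside HOXB these were only HOXC6, HOXC10 and HOXD8, so HOXC and HOXD were not tested as clusters. HOXB changes ran only from -0.173 to 0.316 on the log2 scale, and exons of HOXB3 overlap HOXB4 and HOXB6 on the same strand. A graded change is a candidate explanation. For HOXA10, HOXA11 and HOXA13, carried-over mesenchymal cells could also lower the values. Log2 HOXA13 correlated with the mesenchymal mean over the 6 HE libraries (Pearson r 0.825, exact permutation p 0.0389; rho 0.886, exact p 0.0333) and over the 6 HPC libraries (r 0.961, exact permutation p 0.00417, adjusted 0.00833; rho 0.943, exact p 0.0167). Without the 2 libraries farthest from the median, r was 0.356 in HE and 0.755 in HPC, so the HE relation rests on those libraries. In HPC, HOXA13 was at 4.35 CPM in DEAB replicate 1 and at most 0.777 CPM in the other libraries. ROH HPC replicate 3, at 0.122 CPM, was under its floor of 0.171 CPM. The HPC relation therefore leans on 1 library and on values near the floor. For HOXA13, carry-over and a retinol effect cannot be told apart because the treatment moves both measures. HOXA10, HOXA11 and the HOXB, HOXC and HOXD genes were not tested in this way.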
